A study of Mus musculus with 14 samples. Its data were reported in "Polycomb-mediated genome architecture enables long-range spreading of H3K27 methylation" (2022).

How the data were processed

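The series holds H3K27me3 and IgG Cut&Tag libraries of mESCs with a deletion at the Hoxa cluster, at Wnt6 or at Hmx1. Cells were grown with leukaemia inhibitory factor on feeder cells, and libraries were amplified by PCR, per the labels. The authors counted reads or fragments over a shared list of peaks and deposited the raw counts, without normalization, in a single table with 7 H3K27me3 columns. The labels and the main text of the study do not state the aligner, the peak caller, how the peak list was made from the libraries, whether PCR duplicates were removed, or whether reads or fragments were counted. The supplementary methods of the study were not used here. A list called on some libraries favours peaks that are strong in those libraries. The IgG libraries were not used here, so that no background was subtracted and no comparison of antibodies was made. Columns were matched to samples by their titles, and the groups come from the titles in the labels. The labels do not name clones, and the study speaks of a clone for each deletion with 3 replicates, where the table has 2 libraries each for Wnt6 and Hmx1. If each deletion is 1 clone, a difference between deletions can also be a difference between clones.

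The table has 74458 peaks with a median width of 476 bp (207 to 5481 bp), which do not overlap. It names no genome build. Names of unplaced contigs and the positions of the deleted stretches over the expected genes match GRCm38 (mm10). Gene names were taken from a RefSeq table of assembly GRCm38.p6 that has no strand and no exons, and no coordinates of that table are printed. Peak positions are given as deposited, where the convention for the start (0 or 1) is not stated. For want of the strand, the tested peaks nearest both ends of each loop partner gene are reported in place of that nearest its start. Whether a peak is exonic or intronic is not given for the same reason.

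Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. The deleted stretch of each deletion was the longest run of consecutive peaks in which every library of that deletion lay under 10% of the mean CPM of the others. Peaks with a mean count under 10 in the others did not break a run. Peaks were filtered with filterByExpr by genotype, which removed 17 of them, and libraries were scaled by TMM factors. Each deletion was compared with the other 2 deletions pooled by glmQLFit and glmQLFTest. The study compared each deletion with the others in DESeq2, and its main text does not state whether these were pooled. A peak was called at an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. CPM values are scaled by TMM factors, and log2 CPM used a prior count of 2. Odds ratios had 0.5 added to each cell, and their two-sided Fisher's exact p treats peaks as independent. Sets of peaks within 100 kb of a stretch and within 10 kb of a loop partner gene were tested with fry, a rotation test that treats libraries as the sample, and the 6 p-values were adjusted together. Camera with its preset correlation was the alternative set test.

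Named peaks followed a rule fixed before the data were examined. For each deletion it takes the 3 called peaks with the smallest adjusted p in each direction on the deleted chromosome outside the stretch, provided that every library of the deletion lay beyond every other library. It adds the corresponding first peak in each direction on other chromosomes and the peaks at the loop partner genes.

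The procedure was tested on simulated counts drawn from the means and totals of the real libraries over 74458 peaks, with a dispersion of 0.02. Of these peaks, 180 outside a simulated stretch were raised or lowered by 2 on the log2 scale. EdgeR recovered between 98.9% and 99.4% of the changed peaks in the 3 designs, with 2 to 4 calls among 74238 unchanged peaks. DESeq2 recovered between 91.1% and 96.1%, with 0 or 1 such calls. The changed peaks had a mean count of at least 20, and the 2 other deletions were simulated with the same means. In the real Wnt6 and Hmx1 comparisons the common dispersion was higher, at 0.0295 and 0.0293. The recovery thus does not hold for weak peaks, for smaller changes or where the other deletions differ. The simulated stretch was found in all 3 designs.

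Totals ranged from 6016500 to 36563541 counts per library. Alternatives fixed before the data were examined were DESeq2, RLE factors, library totals alone, no filter, a mean count of at least 20, a term for each genotype, each other deletion alone as the comparison, a block by replicate number, counts downsampled to the smallest library, each library left out (for calls, only where the deletion keeps at least 2 libraries), no fold change minimum, other windows, adjustment over the deleted chromosome alone, a cutoff of 25% for the stretch, and camera. Chosen after seeing the data were offsets that depend on abundance, offsets that remove the median of each chromosome, and fits without chromosome 8. All 35 splits of the 7 libraries into groups of 3 and 4 were also fitted, with the filter by genotype kept. A list of 35 imprinted genes was written down after some of their peaks had been seen, and 10000 random sets of genes with as many peaks were drawn for comparison.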

Results

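Cut&Tag profiles a histone mark by tethering the transposase Tn5 to an antibody bound to chromatin, so that sequencing adapters are inserted next to the mark. Here it was used to map H3K27me3, the trimethylated histone H3 lysine that Polycomb repressive complexes deposit at silent developmental genes, in mouse embryonic stem cells (mESCs). The cells carried a deletion of a Polycomb loop anchor at the Hoxa cluster (3 libraries), at Wnt6 (2 libraries) or at Hmx1 (2 libraries). The deposited table gave counts over 74458 peaks for these 7 libraries, and no column for unedited cells. Each deletion was therefore compared with the other 2 deletions pooled. The study also compared each deletion with the others, but its main text does not state whether these were pooled. The 7 IgG libraries of the series were not analysed here.

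Library totals over the peaks differed severalfold. For the Hoxa deletion they were 8656908, 25595584 and 15385487 counts in replicates 1 to 3. For the Wnt6 deletion they were 9982841 and 36563541 counts, and for the Hmx1 deletion 6016500 and 25798208 counts in replicates 1 and 2. The median peak held 23 counts in the smallest library and 148 in the largest, so changes at weak peaks were measured less precisely in replicate 1 of the Hmx1 deletion than elsewhere. Across peaks, Pearson's r of log2 CPM (counts scaled to a common library total) lay between 0.953 and 0.972 for 5 pairs of libraries of the same deletion and between 0.913 and 0.976 for 16 pairs of different deletions, where peaks are not independent replicates.

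The deleted stretches were located first, since they check the labels. In the Hoxa deletion libraries, counts were missing from 46 consecutive peaks on chromosome 6, from 52163046 to 52274461, a stretch of 111 kb that covers the 10 protein-coding genes from Hoxa2 to Hoxa13. In the Wnt6 deletion, 34 consecutive peaks were missing on chromosome 1, from 74768523 to 74901291, over 133 kb that cover the 5 protein-coding genes Wnt6, Wnt10a, Cdk5r2, Fev and Cryba2. In the Hmx1 deletion, 11 peaks were missing on chromosome 5, from 35382872 to 35401827, over 18.96 kb that cover Hmx1. Counts that remained in the stretch, as a percentage of the level in the other deletions, were 0.134% ± 0.0341 (SD, n = 3) for Hoxa, 0.530% ± 0.0318 (SD, n = 2) for Wnt6 and 0.269% ± 0.0891 (SD, n = 2) for Hmx1. The libraries without the respective deletion ranged from 92.9% to 107% of their own mean in these stretches. Every library label was thus matched by the stretch missing from it. A looser rule for the stretch, at 25% in place of 10%, moved these values most, to 0.371% for Hoxa and 1.03% for Hmx1.

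The study asked whether removal of a loop anchor alters H3K27me3 elsewhere on the same chromosome. A peak was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test over all tested peaks. In the Hoxa deletion, 85 of 3932 tested peaks on chromosome 6 outside the deleted stretch were called, of which 56 were higher and 29 lower. Of these, 5 lay within 100 kb of the deleted stretch and all 5 were lower, whereas 67 of 3436 peaks more than 10 Mb away were called, 49 higher and 18 lower. Without the minimum on the fold change the count on chromosome 6 rose to 360, the alternative that moved it most. Of the 85 called peaks, 46 were also called against the Wnt6 deletion alone and against the Hmx1 deletion alone, 28 higher and 18 lower.

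Among the lower peaks with the smallest adjusted p-values, the first overlapped Mest, at 30732605 to 30733663 on chromosome 6, 21.4 Mb from the deleted stretch. Its level was 4.32 ± 0.399 CPM (SD, n = 3) in the Hoxa deletion, 27.7 ± 0.929 CPM (SD, n = 2) in the Wnt6 deletion and 34.5 ± 0.525 CPM (SD, n = 2) in the Hmx1 deletion. The log2 fold change was -2.82 with a standard error of 0.144 (edgeR adjusted p = 1.46e-21). The next, at 54942986 to 54945266 in Nod1 and 2.67 Mb away, changed by -1.83 with a standard error of 0.0971 (edgeR adjusted p = 7.71e-21). The last lay 2.14 kb outside the stretch, at 52160461 to 52160910 in Hotairm1, and changed by -2.45 with a standard error of 0.151 (edgeR adjusted p = 4.47e-18). Among the higher peaks, that at 34900922 to 34901443 in Wdr91 had 7.10 ± 0.914 CPM (SD, n = 3) against 2.01 ± 0.505 CPM (SD, n = 2) in the Hmx1 deletion and a lower level still in the Wnt6 deletion, a log2 fold change of 2.33 (edgeR adjusted p = 1.46e-10). Peaks at 92243658 to 92245063 in Trh and at 47942681 to 47943809 in Zfp783 rose by 1.27 and 1.04 on the log2 scale (edgeR adjusted p = 3.74e-10 and 1.72e-09). The Zfp783 peak was not called against each of the other deletions alone, while the other 5 were. At Mest the lower level was shared with imprinted genes on other chromosomes, which is taken up among the additional observations.

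**Figure D1:**
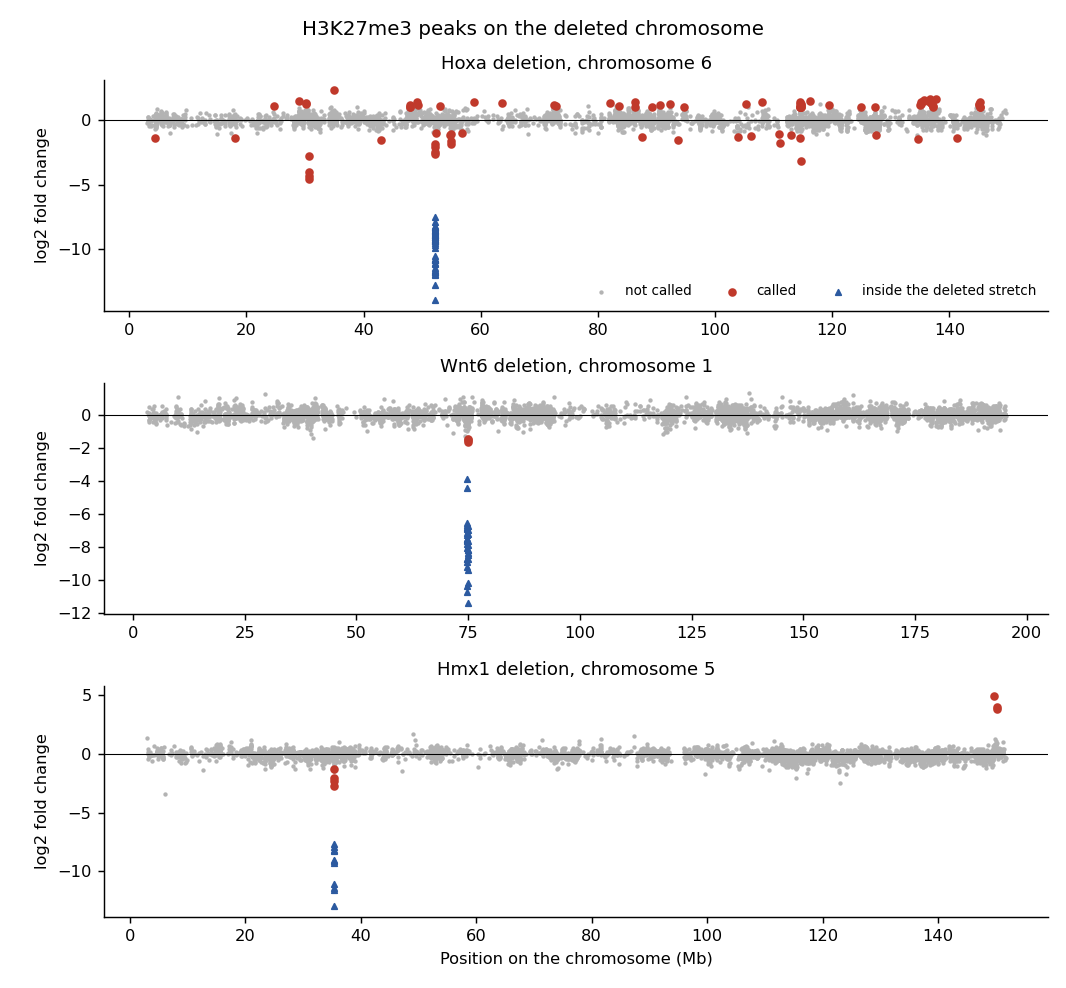
Log2 fold change of each tested H3K27me3 peak (vertical axis, deletion against the other 2 deletions) along the chromosome that carries the deletion (horizontal axis, Mb), with called peaks in red, other peaks in grey and peaks inside the deleted stretch as blue triangles. Called peaks outside the stretch number 85 for the Hoxa deletion, 3 for the Wnt6 deletion and 7 for the Hmx1 deletion.

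On the other chromosomes, 1022 of 70463 tested peaks were called in the Hoxa deletion, 365 higher and 657 lower. Chromosome 8 alone held 533 of them, all lower, among 5579 tested peaks, and its median log2 fold change was -0.59. The medians of the 19 other chromosomes lay between -0.01 and 0.08. Without replicate 2 of the Wnt6 deletion the calls on other chromosomes numbered 979, of which 485 were higher and 494 lower. Without chromosome 8, 489 of 64884 peaks were called, 365 higher and 124 lower. The lower peak with the smallest adjusted p-value lay on chromosome 7 at 6131781 to 6133471 in Zfp787, where the level was 2.73 ± 0.548 CPM (SD, n = 3) in the Hoxa deletion against 80.4 ± 6.12 (SD, n = 2) in the Wnt6 deletion and 81.4 ± 2.50 (SD, n = 2) in the Hmx1 deletion. Its log2 fold change was -4.82 (edgeR adjusted p = 5.28e-33). The corresponding higher peak, on chromosome 11 at 120658811 to 120661396 in Notum, rose by 1.30 on the log2 scale (edgeR adjusted p = 3.42e-16). Outside the deleted stretch, the change with the smallest adjusted p-value was thus on another chromosome than the deletion.

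**Figure D2:**
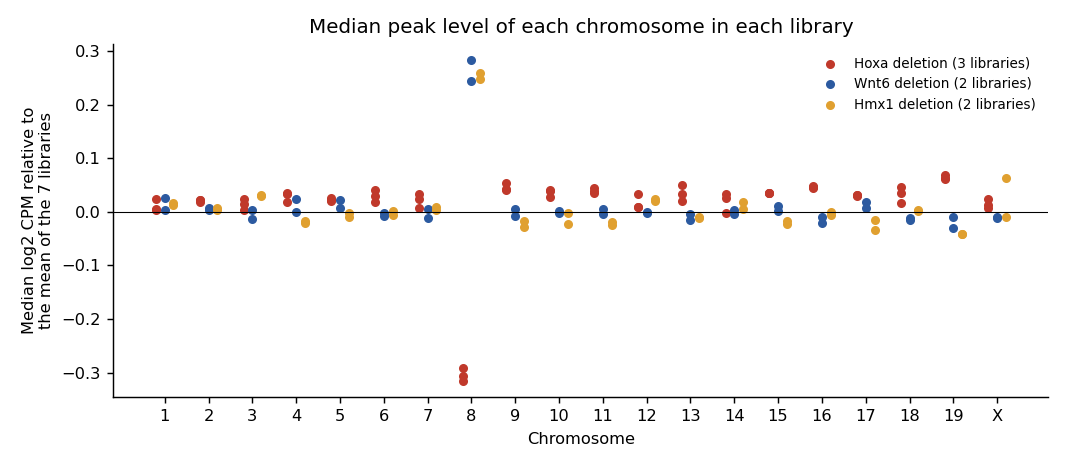
Median log2 CPM of the peaks of each chromosome in each library, relative to the mean of the 7 libraries (vertical axis), by chromosome (horizontal axis), with one point per library coloured by deletion and the deleted stretches left out. On chromosome 8 the 3 Hoxa deletion libraries lie between -0.32 and -0.29, and the 4 libraries of the other deletions between 0.25 and 0.28.

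Called peaks were more frequent on chromosome 6 than elsewhere in the Hoxa deletion, at 2.16% against 1.45% (odds ratio 1.51, two-sided Fisher's exact p = 6.82e-04). Peaks are not independent, so the chromosomes were also ranked, and chromosome 6 came at rank 2 after chromosome 8. With chromosome 8 left out of the background the odds ratio was 2.92 (two-sided Fisher's exact p = 1.20e-15). Across the 35 splits of the libraries into 3 and 4, an odds ratio as large as 2.92 was reached in 4, the real one included. No other split had as many calls, but each of the others groups Hoxa deletion libraries with those of another deletion. For chromosome 6 peaks over 10 Mb from the stretch the odds ratio was 2.64 against the background without chromosome 8 (two-sided Fisher's exact p = 6.00e-11). Without the fold change minimum the excess over all other chromosomes was not significant, with an odds ratio of 1.10 (two-sided Fisher's exact p = 0.112). That background includes chromosome 8, and the ratio without chromosome 8 was not computed for this setting. The unadjusted edgeR p was under 0.05 at 22.4% of peaks on chromosome 6 and at 20.6% on all other chromosomes. With chromosome 8 left out the latter share was 16.7%.

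In the Wnt6 deletion, 3 of 4868 tested peaks on chromosome 1 outside the stretch were called. All 3 were lower and overlapped Cfap65, within 5 kb of the stretch. At 74902317 to 74902664 the level was 5.15 ± 1.30 CPM (SD, n = 2) in the Wnt6 deletion, 15.2 ± 1.28 CPM (SD, n = 3) in the Hoxa deletion and 16.1 ± 1.56 CPM (SD, n = 2) in the Hmx1 deletion, a log2 fold change of -1.65 (edgeR adjusted p = 1.62e-04). The peaks at 74905707 to 74906411 and at 74904233 to 74904907 changed by -1.51 and -1.45 (edgeR adjusted p = 9.12e-04 and 0.00120). Beyond 100 kb from the stretch none of 4840 peaks on the chromosome was called, and 204 had an unadjusted p-value under 0.05. On other chromosomes none of 69539 peaks was called, where 3624 (5.21%) had an unadjusted p-value under 0.05. These counts depended on how the other deletions were modelled. With a term for each of the 3 genotypes, 5 peaks were called on chromosome 1 and 93 on other chromosomes, and against the Hoxa deletion alone 31 and 904. Leaving out replicate 2 of the Hmx1 deletion gave 5 and 28. The odds ratio of 100.05 (two-sided Fisher's exact p = 2.80e-04) for calls on chromosome 1 against other chromosomes, computed with a continuity correction, fell to 0.840 with the 3 genotype terms (two-sided Fisher's exact p = 0.837).

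In the Hmx1 deletion, 7 of 4624 tested peaks on chromosome 5 outside the stretch were called, 3 higher and 4 lower. The 4 lower peaks lay within 5 kb of the stretch, on the side of higher coordinates. At 35402378 to 35403142, which is 0.551 kb away with Hmx1 as its nearest gene, the level was 4.95 ± 1.37 CPM (SD, n = 2) against 31.6 ± 1.55 CPM (SD, n = 3) in the Hoxa deletion and 31.3 ± 5.31 CPM (SD, n = 2) in the Wnt6 deletion, a log2 fold change of -2.76 (edgeR adjusted p = 3.77e-08). The peaks at 35403298 to 35403904 and 35404252 to 35405192 changed by -2.04 and -2.34 (edgeR adjusted p = 5.74e-06 and 6.67e-06). The 3 higher peaks lay more than 114 Mb away, near the other end of the chromosome. At 149737831 to 149739344 in B3glct the level was 35.9 ± 4.28 CPM (SD, n = 2) in the Hmx1 deletion, against 1.31 ± 0.287 (SD, n = 3) in the Hoxa deletion and 0.986 ± 0.0842 (SD, n = 2) in the Wnt6 deletion, a log2 fold change of 4.88 (edgeR adjusted p = 1.58e-12). A pair of peaks in Fry, at 150165208 to 150165734 and 150163555 to 150163949, rose by 3.97 and 3.78 on the log2 scale (edgeR adjusted p = 2.00e-08 and 3.62e-05). Under DESeq2 only 1 higher peak was called on chromosome 5, so the 3 higher peaks were not all called with that tool.

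On other chromosomes 3 of 69806 peaks were called in the Hmx1 deletion, all lower, while 6214 had an unadjusted p-value under 0.05. The first, on chromosome 6 at 58906606 to 58907662, overlapped Herc3 and Nap1l5 and had 0.326 ± 0.0164 CPM (SD, n = 2) against 26.2 ± 2.75 (SD, n = 3) in the Hoxa deletion and 18.0 ± 0.590 (SD, n = 2) in the Wnt6 deletion, a log2 fold change of -6.13 (edgeR adjusted p = 1.12e-09). The others, named after their values were seen, overlapped Repin1 on chromosome 6 (log2 fold change -1.45) and Zdhhc14 on chromosome 17 (log2 fold change -1.34). All 10 peaks called in the Hmx1 deletion outside the stretch were also called against each of the other deletions alone. The odds ratio for calls on chromosome 5 was 32.4 (two-sided Fisher's exact p = 3.61e-07). With 3 genotype terms, 20 peaks were called on chromosome 5 and 187 on other chromosomes, and the odds ratio was 1.65 (two-sided Fisher's exact p = 0.0584). Leaving out replicate 1 or 2 of the Wnt6 deletion raised the calls to 13 or 18 on chromosome 5 and to 55 or 63 on other chromosomes.

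**Figure D3:**
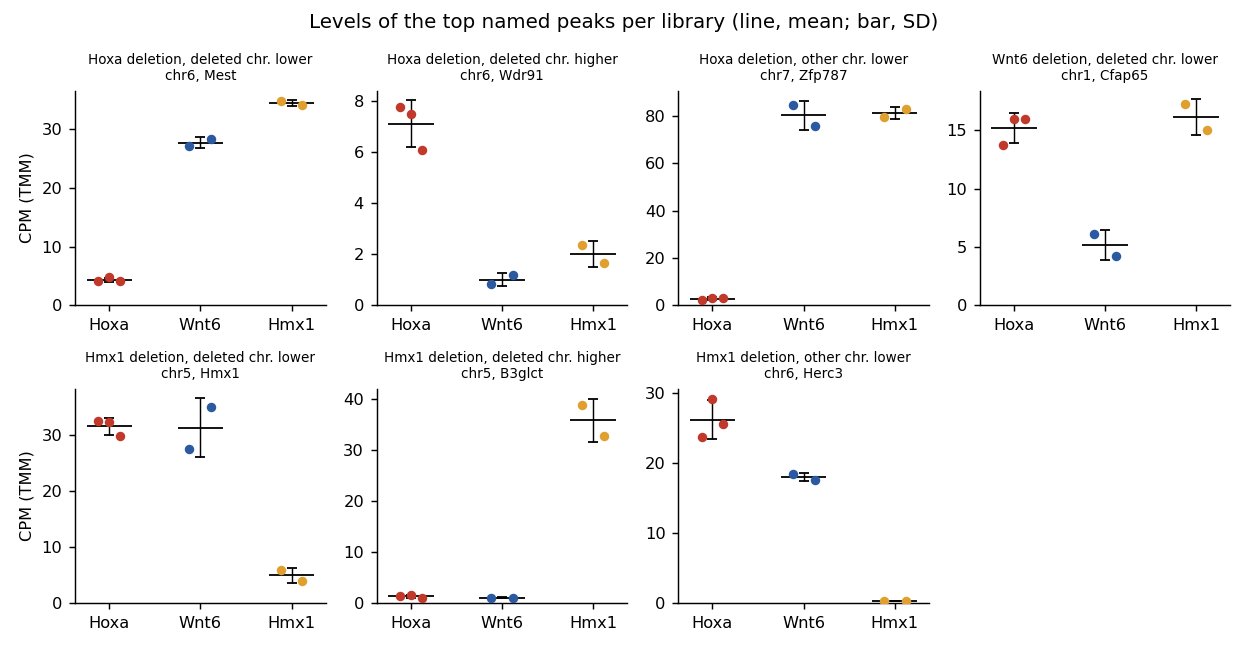
Level in CPM (vertical axis, scaled by TMM factors, from 0) of named peaks in the libraries of the Hoxa, Wnt6 and Hmx1 deletions. Points are libraries, lines are means and bars are the SD over 3, 2 and 2 libraries. Panels show, where there was one, the first named peak in each direction on the deleted chromosome and the lower one on other chromosomes. The higher Notum peak of the Hoxa deletion is not shown. The naming rule requires that the libraries of the deletion in the title lie apart from the others, as for the Mest peak with 4.32 CPM in the Hoxa deletion against 27.7 and 34.5.

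The next comparison concerned the sequence beside the breakpoints, where the study described reduced H3K27me3. Within 100 kb of the Hoxa stretch the median log2 fold change over 16 peaks was -0.12, with values from -2.60 to 0.54, and 5 peaks were called lower. For Wnt6 it was -0.21 over 28 peaks, from -1.65 to 0.14, with 3 called lower. For Hmx1 it was -0.35 over 29 peaks, from -2.76 to 0.54, with 4 called lower. No peak in these windows was called higher, and 7, 9 and 11 peaks respectively had an unadjusted p-value under 0.05. The directional rotation set test (fry) gave Benjamini-Hochberg adjusted p-values of 0.00120, 0.00120 and 0.0234 over the 6 set tests made, and the median was below 0 in 3 of 3, 2 of 2 and 2 of 2 libraries of the respective deletion. The decrease was steepest next to the stretch: within 50 kb the medians were -0.38, -0.39 and -0.97. With a window of 1 Mb they were 0.11, 0.00076 and -0.05, and none of the 3 fry tests was significant at 0.05. Of the 16 Hoxa peaks 9 were lower, so their median of -0.12 rests on few peaks. It was -0.06 without replicate 2 of the Wnt6 deletion. It turned to 0.00088 when peaks between 10% and 25% of the level in the other deletions were counted into the stretch, with the set test still significant. Under that rule the Wnt6 median was unchanged and the Hmx1 median was -0.33. The edges were set by peak levels and not by sequenced breakpoints. Peaks next to an edge may therefore hold deleted sequence, and their decrease may in part be missing DNA. The Wnt6 median was -0.36 without replicate 2 of that deletion.

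**Figure D4:**
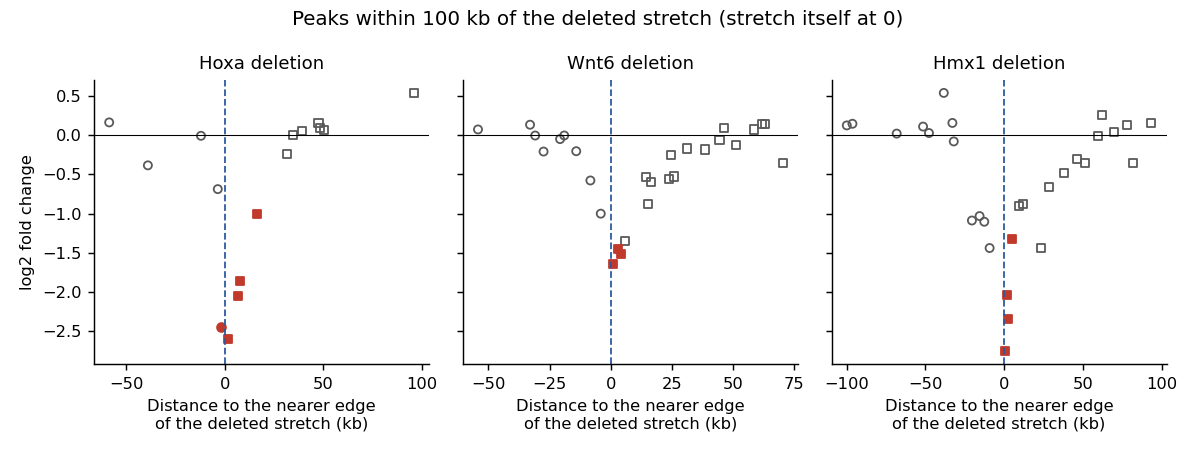
Log2 fold change of the peaks within 100 kb of each deleted stretch (vertical axis) by distance to the nearer edge of the stretch (horizontal axis, kb, with the stretch closed up at 0), where circles lie at lower and squares at higher coordinates and filled red symbols are called peaks. All called peaks in these windows are lower, 5 for the Hoxa deletion, 3 for the Wnt6 deletion and 4 for the Hmx1 deletion.

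Finally, H3K27me3 was compared at the loop partners of the deleted anchors, over peaks within 10 kb of the partner gene. The nearest of these peaks lay 31.4 Mb from the Hoxa stretch for Vax2, 3.20 Mb from the Wnt6 stretch for Pax3, and 1.94 and 2.41 Mb from the Hmx1 stretch for Nkx1-1 and Msx1. At Vax2 the median log2 fold change over 15 peaks was 0.06 in the Hoxa deletion. At Pax3 it was 0.23 over 27 peaks in the Wnt6 deletion, and at Nkx1-1 and Msx1 together it was 0.09 over 17 peaks in the Hmx1 deletion. The fry p-values after adjustment over the 6 tests were 0.173, 0.123 and 0.123. No peak was called at any partner, and 2, 3 and 2 peaks respectively had an unadjusted p-value under 0.05. Against the Hmx1 deletion alone the median at Pax3 was 0.056, and against the Hoxa deletion alone 0.35, where the fry p fell below 0.05. The strength of this result varied with single libraries. Without replicate 2 of the Hmx1 deletion, the unadjusted fry p fell below 0.05 at Vax2 (median 0.08) and at Pax3 (median 0.27). Without replicate 1 of the Hoxa deletion the median at Vax2 was 0.0063, and the unadjusted fry p fell below 0.05 at Nkx1-1 and Msx1 (median 0.11). Without replicate 2 of the Hmx1 deletion the median at Nkx1-1 and Msx1 was 0.03. For the peak that overlaps Vax2 at 83710467 to 83712487, the level was 178 ± 10.8 CPM (SD, n = 3) in the Hoxa deletion, 169 ± 13.9 CPM (SD, n = 2) in the Wnt6 deletion and 185 ± 5.02 CPM (SD, n = 2) in the Hmx1 deletion. Against the other deletions pooled, its log2 fold change was 0.01 with a standard error of 0.0758 (edgeR adjusted p = 0.957). The peak at the other end of Vax2, at 83737287 to 83738431, rose by 0.40 (edgeR adjusted p = 0.0420), below the fold change minimum. At the ends of Pax3 the peaks at 78196426 to 78197456 and 78103297 to 78103593 changed by -0.10 and 0.68 in the Wnt6 deletion (edgeR adjusted p = 0.933 and 0.920). At the ends of Nkx1-1 the changes in the Hmx1 deletion were 0.05 and -0.03, and at the ends of Msx1 they were 0.07 and 0.16, with edgeR adjusted p-values from 0.647 to 0.952.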

Values the study reported

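The study gave 3 replicates for each deletion clone. It gave the span of the loop between the Hoxa cluster and Vax2 as 31 Mb and that of the loop between Wnt6 and Pax3 as 3.8 Mb. By imaging, it found Hoxa and Vax2 in contact in 40% of unedited cells.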

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

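Abundance-dependent offsets, removal of chromosome medians and fits without chromosome 8 were chosen only after the data had been seen, and all other alternatives were chosen before the data were examined. Of 352 alternative values, 287 kept their direction and side of the threshold or moved little, 41 moved, 10 became stronger, 8 became weaker and 6 reversed. For the Wnt6 and Hmx1 deletions, which have 2 libraries each, call counts and odds ratios with 1 library left out cover only the libraries of the other deletions, since no call is made from a single library. The cause was not tested except where the construction of an alternative shows it.

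For the Hoxa deletion, calls on chromosome 6 rose from 85 to 360 (283 higher, 77 lower) with no fold change minimum, which admits smaller changes, and were 76 to 98 across the fits that each left out 1 library. Calls on other chromosomes (1022, of which 365 higher) fell to 387 (272 higher, 115 lower) with chromosome medians removed and to 369 (266 higher, 103 lower) with chromosome 8 left out. The loss of the 533 calls on chromosome 8 accounts for part of the latter fall, as 489 (365 higher, 124 lower) lay elsewhere; the cause of the rest was not tested. They rose to 5941 (2935 higher, 3006 lower) with no fold change minimum, and were 829 to 1043 with 1 library left out. The share of higher calls shifted by more than 10 percentage points with abundance-dependent offsets (491 higher, 516 lower) and against the Hmx1 deletion alone (592 higher, 524 lower), and so did leaving out 1 library: without replicate 2 of the Wnt6 deletion 485 calls were higher and 494 lower. DESeq2 gave 80 calls on chromosome 6 (54 higher, 26 lower) and 850 elsewhere (325 higher, 525 lower). Against all other chromosomes, chromosome 8 included, the odds ratio was 1.10 with no fold change minimum, no longer significant. It was 1.44 to 1.82 with 1 library left out. It rose to 3.40 with chromosome medians removed and to 3.19 with chromosome 8 left out.

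The Hoxa median within 100 kb of the stretch reversed to 0.012 with downsampled counts, to 0.11 in a window of 1 Mb and to 0.00088 with runs under 25%. With a mean count of at least 20 it was -0.0073 and in a window of 500 kb -0.0064, both near 0. The reversal with runs under 25% follows from construction, since the pair of strongly reduced peaks next to the edges then belongs to the stretch. With 1 library left out the median was -0.14 to -0.06, the latter without replicate 2 of the Wnt6 deletion. At Vax2 the median was 0.0063 (without replicate 1 of the Hoxa deletion) to 0.0836 (without replicate 2 of the Hmx1 deletion, then significant). Counts remaining in the Hoxa stretch were 0.371% with runs under 25% and 0.122% to 0.153% with 1 library left out.

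For the Wnt6 deletion, calls on chromosome 1 rose from 3 to 5 under DESeq2, with 3 genotype terms, against the Hmx1 deletion alone and with the adjusted p over the deleted chromosome alone, and to 31 (6 higher, 25 lower) against the Hoxa deletion alone. They were 3 to 5 with 1 library left out, 5 being without replicate 2 of the Hmx1 deletion. Calls on other chromosomes rose from 0, where 3624 peaks had an unadjusted p under 0.05, to 5 under DESeq2, 93 (81 higher, 12 lower) with 3 genotype terms, 904 (597 higher, 307 lower) against the Hoxa deletion alone, 31 (27 higher, 4 lower) against the Hmx1 deletion alone and 4 with no fold change minimum. They were 0 to 28 with 1 library left out, 28 without replicate 2 and 2 without replicate 1 of the Hmx1 deletion. The odds ratio of 100.05 fell to 0.840 with 3 genotype terms and to 0.494 against the Hoxa deletion alone, both reversed, and to 2.49 against the Hmx1 deletion alone. It was lower but significant under DESeq2 and with no fold change minimum (14.3 in both). With 1 library left out it was 2.76 (without replicate 2 of the Hmx1 deletion, not significant) to 100.07, and 20 without replicate 1 of the Hmx1 deletion. The direction of this ratio thus rests on very few calls.

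The Wnt6 median within 100 kb of the stretch reversed to 0.00076 in a window of 1 Mb, and was -0.36 (without replicate 2 of the Wnt6 deletion) to -0.17 with 1 library left out. At Pax3 the change became significant with 3 genotype terms (0.20), against the Hoxa deletion alone (0.35) and under camera (0.23), a call that does not hold under fry. Against the Hmx1 deletion alone it was 0.056 and not significant, so most of the rise is relative to the Hoxa deletion. The calls for the 3 flanks hold under both set tests. With 1 library left out the Pax3 median was 0.15 to 0.27, the latter without replicate 2 of the Hmx1 deletion and then significant. Counts remaining in the Wnt6 stretch were 0.508% to 0.553% in its single libraries.

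For the Hmx1 deletion, calls on chromosome 5 rose from 7 to 12 (1 higher, 11 lower) under DESeq2, 20 (5 higher, 15 lower) with 3 genotype terms, 78 (14 higher, 64 lower) against the Hoxa deletion alone, 15 (4 higher, 11 lower) against the Wnt6 deletion alone, 11 with chromosome medians removed, 12 with chromosome 8 left out and 15 with the adjusted p over the deleted chromosome alone. They were 6 to 18 with 1 library left out, 13 without replicate 1 and 18 without replicate 2 of the Wnt6 deletion. Calls on other chromosomes rose from 3 to 27 (1 higher, 26 lower) under DESeq2, 187 (113 higher, 74 lower) with 3 genotype terms, 1179 (583 higher, 596 lower) against the Hoxa deletion alone, 44 (39 higher, 5 lower) against the Wnt6 deletion alone, 12 with downsampled counts, 10 with chromosome medians removed, 19 with chromosome 8 left out and 5 with no fold change minimum. They were 2 to 63 with 1 library left out, 55 without replicate 1 and 63 without replicate 2 of the Wnt6 deletion. The odds ratio of 32.4 fell to 1.65 with 3 genotype terms and to 1.01 against the Hoxa deletion alone, neither significant. It was lower but significant under DESeq2 (6.88), against the Wnt6 deletion alone (5.27), with downsampled counts (10.3), with chromosome 8 left out (8.92), with chromosome medians removed (16.6) and with no fold change minimum (20.6). With 1 library left out it was 3.68 to 45.4, 3.68 without replicate 1 and 4.41 without replicate 2 of the Wnt6 deletion.

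The Hmx1 median within 100 kb of the stretch was no longer significant in windows of 500 kb (-0.058) and 1 Mb (-0.0525). It shrank to -0.14 with downsampled counts, still significant, and was -0.42 (without replicate 1 of the Hmx1 deletion) to -0.30 with 1 library left out. At Nkx1-1 and Msx1 the change became significant with abundance-dependent offsets (0.0497), with chromosome 8 left out (0.11) and with 50 kb around the partner gene (0.0906). With 1 library left out it was 0.0282 (without replicate 2 of the Hmx1 deletion) to 0.11 (without replicate 1 of the Hoxa deletion, significant). Counts remaining in the Hmx1 stretch were 1.03% with runs under 25% and 0.206% to 0.332% in its single libraries.

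Deviations from the mean of the deletion showed no clear pairing of the samples by replicate number. Over 6 pairs that share a title number they correlated by -0.0411 to 0.0837 (Pearson's r across peaks, which are not independent). Over 6 pairs that share a library number they correlated by -0.114 to 0.0620. In a deletion with 2 libraries the deviations are mirror images, so these values are not independent of each other. In every deletion replicate 1 had the smallest total and replicate 2 the largest, so a pairing by title number is not excluded. With the title number as a replicate block, the Hmx1 median within 100 kb stayed at -0.35 but lost significance, and with a replicate block by library number the partner median of 0.10 became significant. Block terms changed no other call and moved no count of calls by more than 1.5 times. The comparison with IgG planned before the data were examined was not run, as IgG is not analysed here. The smallest library, with a median of 23 counts per peak, limits the downsampled fits.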

Other observations

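For chromosome 8, chromosome 6 copy number, the odds ratio across splits of the libraries, H19, dispersion, count pairs and the profile of remaining counts by deletion, the tests were chosen only after the result had been seen; for the other measures across splits of the libraries, clusters of peaks, calls against both deletions, abundance and unseen imprinted genes, the prediction was written before the test was run.

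Peaks on chromosome 8 were lower in the Hoxa deletion than in both others. The median log2 fold change was -0.59 against the Wnt6 deletion and -0.58 against the Hmx1 deletion, and it was 0.01 between those deletions. A change from 3 copies to 2 would give -0.58. In 13 windows of 10 Mb the median lay between -0.73 and -0.49, while 222 windows on other chromosomes lay between -0.24 and 0.26. Loss of H3K27me3 at a subset of peaks was contradicted, as 97.0% of chromosome 8 peaks lay below the median of the other chromosomes. A difference in library size or its scaling was contradicted as well, since the largest absolute median of the other chromosomes was 0.0780. An extra copy of chromosome 8 in the Wnt6 and Hmx1 deletion cells could give such a shift, but the weakest 25% of peaks was shifted by -0.21 relative to the strongest 25%, beyond the range of -0.13 to -0.02 on other chromosomes. The test cannot tell, and DNA copy number was not measured here. The 533 calls on chromosome 8 may therefore reflect dose and not the Hoxa deletion. With chromosome medians removed, 17 of its 5579 peaks were called.

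For the flank of the Hoxa stretch, 1 of 35 splits of the 7 libraries into 3 and 4, the real one, gave a fry p as small. Every other split groups Hoxa deletion libraries with those of another deletion. A difference of the Hoxa deletion libraries from the others, whatever its cause, would thus single out the real split. At Vax2, 6 of 35 splits did, so the difference there is no larger than an arbitrary split of the libraries gives. Splits were not run for the other deletions, which have 2 libraries each.

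The number of calls on chromosome 6 in the Hoxa deletion was reached by no other split of the libraries (1 of 35, the real one), the next largest number being 17. As every other split mixes Hoxa deletion libraries with others, this shows that the Hoxa deletion libraries differ from the rest. It does not tell whether the deletion is the cause. The excess over other chromosomes is another matter. Against chromosomes other than 6 and 8 the odds ratio was 2.92 in the real split, and 4 of 35 splits, the real one included, gave one as large. Of the 35 splits only 5 gave a call on which the ratio could be computed. Among those as large, 1 rests on a single called peak, and the others (odds ratios 3.94 and 3.99) set 3 libraries without the Hoxa deletion against the rest, so that they share most of the real contrast. The splits thus cannot tell whether an arbitrary division of the libraries gives such an excess. An extra or missing copy of chromosome 6 was contradicted by its median of 0.02002. A few clusters of neighbouring peaks do not account for it: 59 of 942 windows of 100 kb (6.26%) held a called peak against 378 of 14742 (2.56%) on chromosomes other than 6 and 8 (odds ratio 2.56, two-sided Fisher's exact p = 4.35e-09). Changes in the Wnt6 or Hmx1 deletion cells do not account for it either, as 46 of 3932 peaks (1.17%) were called against both on chromosome 6 and 157 of 64884 (0.242%) elsewhere (odds ratio 4.92, two-sided Fisher's exact p = 6.90e-16). With each window of 10 Mb left out in turn the odds ratio over peaks was 2.60 to 3.19. An effect of the deletion along the chromosome and another difference between clones on the edited chromosome, such as its allele content, both stay open, and neither was tested.

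Outside chromosomes 6 and 8, 365 of the Hoxa deletion calls were higher and 124 lower (74.6% higher). With offsets fitted to abundance the share was 87.2% (491 higher, 72 lower), so an abundance-dependent difference between libraries does not account for it. The direction itself was as one-sided in 4 of 35 splits, the real one included, and only 4 splits had calls there at all. In the other 3 splits, 3 libraries without the Hoxa deletion were set against the rest, so that they share most of the real contrast. Up to 90.9% of the calls were lower in those 3 libraries. The splits thus cannot tell whether an arbitrary division of the libraries gives such a direction. The number of calls was reached by no other split: 1022 against at most 107 on all chromosomes other than 6 (1 of 35), and 489 against at most 73 without chromosome 8 (1 of 35). As on chromosome 6, this shows that the Hoxa deletion libraries differ from the others, and not why. A gain elsewhere could follow from the loss of a large H3K27me3 domain or from a difference between clones, and neither was tested.

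Several of the strongest losses lay at imprinted genes. In the Hoxa deletion all 4 peaks at Mest, all 3 at H19 on chromosome 7 and 2 at Peg13 and Trappc9 on chromosome 15 were called lower, with lowest log2 fold changes of -4.55, -3.92 and -4.22. In the Hmx1 deletion the peak at Nap1l5 changed by -6.13. The same peak was called higher in the Hoxa deletion (1.43), since its loss in the Hmx1 deletion lowers the comparison. Because H19 on another chromosome also lost H3K27me3, though less (-3.92 against -4.55 at Mest), the data cannot tell whether the loss at Mest, 21.4 Mb from the stretch, is a long-range effect in cis. Loss of imprinting differs between mESC clones and may account for it. Of the listed imprinted genes with peaks, chromosome 8 left out, 5 of 32 had a peak called lower, against 0.353 on average in random genes with as many peaks, but this list holds the genes that drew attention, and Peg13 and Trappc9 count separately though they share called peaks. Among the 25 of these genes not looked at before, none had a peak called lower against 0.306 on average (permutation p = 1). The test counted lower calls only. Of these genes, Kcnq1ot1 had 1 peak called higher in the Hoxa deletion (highest log2 fold change 1.71). Clone-to-clone differences at imprinted genes in general therefore remain open.

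The Wnt6 and Hmx1 comparisons gave few calls in part because differences between the other 2 deletions were counted as spread between replicates. The common dispersion was 0.0295 and 0.0293 in these comparisons and 0.0133 with a term for each genotype. Calls outside the stretch then rose from 3 to 98 for Wnt6 and from 10 to 207 for Hmx1, and every earlier call was kept. The small number of calls away from the Wnt6 and Hmx1 deletions could thus be a property of the pooled comparison. Against the Hoxa deletion alone, calls on other chromosomes numbered 904 for Wnt6 and 1179 for Hmx1. They were far fewer for Wnt6 against Hmx1 alone (31) and for Hmx1 against Wnt6 alone (44). How many of the added calls differ from both other deletions was not counted.

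In the deleted stretches, counts of 2 were more frequent than counts of 1. Over the 7 libraries of the respective deletions (228 values), 11 peaks had a count of 1, 35 a count of 2 and 11 a count of 3, where independent single counts with as many zeros would give 68.1, 27.1 and 8.71. In the 3 libraries with most peaks at 0, the numbers were 2, 23 and 0. In the other 4 they were 9, 12 and 11, and in replicate 2 of the Wnt6 deletion counts of 1 (3 peaks) outnumbered counts of 2 (1 peak). Counting of both ends of each fragment could give the pairs, but the odd counts in the other 4 libraries are not explained by it unless 1 end often falls outside the peak, so the test cannot tell. Whether counts stand for fragments or ends stays open.

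The counts remaining in the deleted stretches were compared with the profile of the other libraries, by the share in the stronger peaks of each stretch. Intervals are 95% Clopper-Pearson intervals for counts divided by 2, which allows for counting of both ends. They cover counting error alone and are too narrow if PCR duplicates were kept. For Wnt6 the share was 79.2% (73.0% to 83.8%) of 471 counts, against 88.9% in the other libraries and 78.5% of the bases. With undivided counts the interval was 75.2% to 82.8%. Reads with the peak profile of the other deletions would give the share of the other libraries, which lies outside both intervals, but with duplicates unknown this does not exclude them. For Hoxa the share was 80.6% of 144 counts (69.5% to 88.9%), against 75.6% in the other libraries and 70.8% of the bases. For Hmx1 it was 75% of 44 counts (49.8% to 89.3%), against 74.1% and 64.4%. For both, the interval for counts divided by 2 holds either value. With undivided counts the Hoxa interval was 73.1% to 86.7%, which leaves out the share of the bases. That of Hmx1 was 59.7% to 86.8% and still holds both values. The source of the remaining counts stays open for all 3 deletions. Feeder cells, which keep the stretches, were present in the cultures, and neither their share nor their profile was measured here.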
